A study of Danio rerio with 2 samples. Its data were reported in "Antigen presentation plays positive roles in the regenerative response to cardiac injury in zebrafish" (2024).

How the data were processed

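Single-cell RNA libraries of the border zone and injured tissue of zebrafish ventricles were used, taken 120 hours after cryoinjury from wild-type fish and from fish with mutations in both cd74a and cd74b. There were 2 libraries, 1 per genotype, and each was made from 4 pooled ventricles of 2 females and 2 males. The fish of a pool cannot be separated, so each genotype has 1 replicate. Per the labels, the authors removed dead cells after dissociation and prepared droplet libraries with the Chromium 3' v3.1 chemistry, 1 lane per library. The study states alignment to the danRer11 assembly and counting with STARsolo, and gives no annotation release for the single-cell libraries, although it names one for its bulk RNA, and no settings for calling barcodes.

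The deposited values are counts of unique molecular identifiers (UMIs) per gene and barcode, as whole numbers with no normalisation, for the barcodes the authors called and before their filters on genes and mitochondrial content. Gene symbols and Ensembl identifiers were taken from the deposited gene tables, which list 32057 genes in the same order for both libraries. Some symbols stand on several identifiers, which were kept apart, and 734 identifiers repeat a symbol listed before them. No annotation of danRer11 was at hand, so no positions are given. The reference gene table of the GRCz12tu assembly was used only for the order of neighbouring genes.

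Barcodes with more than 300 detected genes and at most 70% of their UMIs in the 13 genes named as mitochondrial were kept as cells. All 37 mitochondrial genes, transfer and ribosomal RNA genes among them, were left out of the UMIs used for scaling. Doublets were left in. The study refers these libraries to its earlier workflow, which includes doublet removal, and does not state whether that step was applied to them. Its final number of cells equals the 10827 deposited barcodes with at least 300 genes and at most 70% mitochondrial UMIs. This argues against a further removal of doublets from the deposited barcodes. Scrublet, as built into scanpy, was run per library, and its own threshold called 6 of 3589 wild-type cells and 0 of 7174 mutant cells, so its calls were not used.

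For clustering, counts were scaled to the median count per cell and log transformed. Genes in at least 30 cells were used, without mitochondrial genes, 97 ribosomal protein genes and all genes of the lists named here. Of 2000 variable genes chosen per library and merged, 1937 remained, and 50 principal components, 15 neighbours and Leiden resolution 1 with seed 1 gave 14 clusters. No correction between libraries was made. Clusters were named from marker lists written before the data were examined, comparing each cluster with the other cells of the same library. A name needed at least 3 markers over 2-fold, a median log2 fold of at least 0.5, a lead of 0.5 over any type of another family that also met both of these limits, and among the 10 leading genes at least as many markers of its family as of any type outside it. Endothelial, endocardial and coronary types formed a family, as did the blood cell types. These thresholds, and the step from a leukocyte to a macrophage name, were set after seeing the clusters, and were revised several times. The names end in "-like" because they rest on markers alone.

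UMIs were summed per library and class and given as CPM, scaled to 1000000 UMIs of non-mitochondrial genes, with exact Poisson intervals. The log2 ratio of mutant over wild type was given with an exact conditional interval, and shares of cells with exact (Clopper-Pearson) binomial intervals, all at 95%. These intervals, and the limit of 3 counts set for a value of 0, cover counting error only. With 1 library per genotype, no test between genotypes was made.

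Gene lists were written before the data were examined: antigen presentation, AP-1 and immediate early, heat shock, sarcomere and cardiac function, immature cardiomyocyte, glycolysis, nuclear oxidative phosphorylation, proliferation, T cell, and an immune list of genes that the study names from its bulk RNA work. The value of a list was the median log2 ratio, with 0.5 added to each UMI sum, of its genes with at least 50 UMIs in the class, given only where at least 3 genes passed. Its interval came from 400 Poisson resamples. Its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins, describes these libraries only. Where the median of all genes with at least 50 UMIs differed from 0, values relative to that median are given.

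Single genes were named by a rule written before the data were examined: the targeted genes, genes that the study's text names, the gene of a list with the most UMIs, and, per class, the 3 highest and 3 lowest log2 ratios among genes with at least 200 UMIs, without mitochondrial and ribosomal protein genes. For this last part, markers of the class or of related types and the 10 leading genes of each of its clusters were also passed over, a restriction that the rule as first written did not hold. Shares of cells with a UMI were computed after thinning each cell to 500 non-mitochondrial UMIs.

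The ratio and list steps were tested on simulated data, with counts drawn for the real genes at the real library sizes and 200 genes changed by a log2 value of 1. With all kept cells and 8513 genes, 95.6% of intervals held the true value, 99.5% of changed genes fell on their side of 0 and 95.0% had an interval without 0. At 10% of the UMIs, with 2037 genes, 95.3% of intervals held the true value and 86.0% of changed genes had an interval without 0. A list of 25 lowered genes lay at percentile 0 in both simulations, and a list of unchanged genes at percentiles 45.2 and 28.3. Counts were Poisson draws from a profile that both simulated libraries shared apart from the changed genes. The share of intervals holding the true value and the percentile of 0 follow largely from this setup. The simulations therefore check the calculation, and not differences between pools or cell mixtures.

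Other settings, chosen before the data were examined, were limits of 200 and 500 genes per cell, a limit of 30% mitochondrial UMIs, Leiden resolutions of 0.5 and 2, genes centred within each library, classes from marker UMIs per cell, clustering without mb, fabp11a, aqp8a.1 and spock3, scaling to all UMIs or by the median of gene ratios, means over cells, subtraction of free RNA, list genes with at least 10 or 200 UMIs, and thinning to 1000 UMIs or none. Classes from marker UMIs per cell needed at least 3 marker UMIs and a 3-fold excess over the library mean. The free RNA profile came from barcodes with at most 300 genes, and its share in a class from the lowest ratio among marker families foreign to that class. Settings chosen after seeing the data were at least 300 genes per cell, all mitochondrial genes counted in the 70% limit, removal of the highest 5% of doublet scores, another seed, and cluster 3 joined to the cardiomyocyte-like class. The tools were Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.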

Results

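Transcripts of single cells were counted in border zone and injured ventricle tissue at 120 hours post-cryoinjury, in 1 wild-type library and 1 library of cd74a;cd74b double mutants, each from 4 pooled ventricles. CD74 is the chaperone that assembles MHC class II molecules for antigen presentation. The wild-type library held 7395919 UMIs in 4607 barcodes and the mutant library 22991961 UMIs in 15142 barcodes. After filtering, 3589 wild-type barcodes (77.9%) and 7174 mutant barcodes (47.4%) were kept as cells. The removed barcodes numbered 1018 and 7968. A limit of at least 300 genes would keep 3598 and 7229 barcodes. These counts equal the cell numbers of the study, which the limit used here misses slightly. A limit of 500 genes per cell moved these values most, to 30.5% and 10.6% kept.

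The cells of the libraries differed in depth and content. The median cell held 1404 UMIs and 451 genes in the wild-type library and 1641 UMIs and 392 genes in the mutant library. The median mitochondrial share was 18.1% in wild-type and 29.2% in mutant cells. At 500 non-mitochondrial UMIs per cell, the median number of genes was 256 and 237, with 68 and 85 cells too shallow to be thinned. Ribosomal protein genes took 39.4% of the non-mitochondrial UMIs of wild-type cells and 47.7% of those of mutant cells. There was no second library of either genotype, so no difference given here has a replicate check, and genotype cannot be separated from pool or library preparation.

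**Figure D1:**
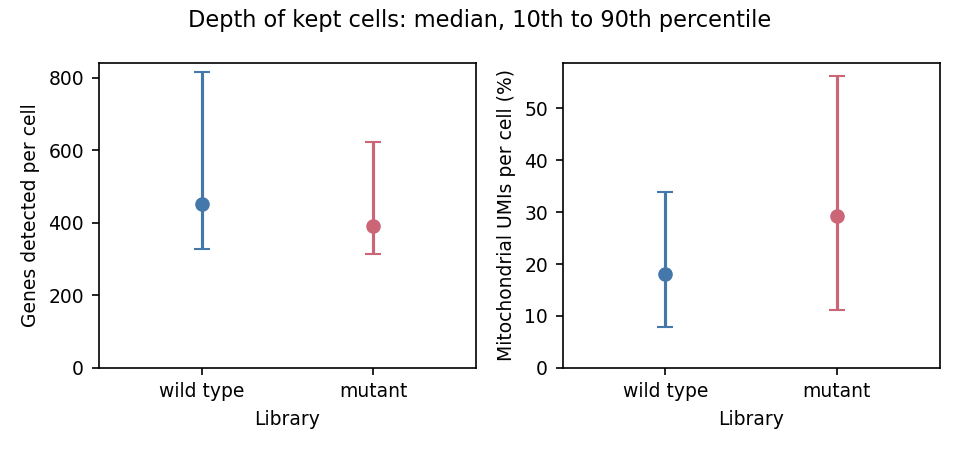
Genes detected per kept cell (left) and mitochondrial share of UMIs in percent (right) in each library, with points for the median and bars from the 10th to the 90th percentile. The median number of genes was 451 in wild-type and 392 in mutant cells, and the median mitochondrial share 18.1% and 29.2%.

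The targeted genes were read first, as a check on the labels. Over all kept cells, cd74a (ENSDARG00000009087) had 6352 UMIs in the wild-type library and 874 in the mutant library, or 1170 (1142 to 1199) against 86.9 (81.2 to 92.8) CPM, the counts scaled to a common total of non-mitochondrial UMIs. Its log2 ratio was -3.75 (-3.86 to -3.65). For cd74b (ENSDARG00000036628) the sums were 2693 and 501 UMIs and the log2 ratio -3.32 (-3.46 to -3.18). Scaling by the median of gene ratios moved these values most, to -3.29 and -2.85. In macrophage-like cells, which held most UMIs of both genes, cd74a fell from 4466 to 315 CPM and cd74b from 1825 to 172. The log2 ratio of cd74a was -3.16 (-4.13 to -2.29) in endocardial-like cells, -3.35 in endothelial-like cells and -2.37 in fibroblast-like cells. In cardiomyocyte-like cells cd74a had 319 UMIs in the wild-type library and 0 in the mutant library, which makes it at least 30.7-fold lower, and cd74b had 196 and 2 UMIs, a log2 ratio of -4.82 (-7.88 to -2.95). Outside the macrophage-like class, the wild-type levels of cd74a in the other 4 classes compared were at most 902 CPM, in the cardiomyocyte-like class. This lay below the 1129 CPM in removed wild-type barcodes, which served as a measure of background RNA. Levels of cd74b also lay below removed barcodes, except in the cardiomyocyte-like class, where the 554 CPM stood beside 529. Free RNA was estimated at 59.0% of the RNA of wild-type cardiomyocyte-like cells, so background alone may not give the levels in that class.

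**Figure D2:**
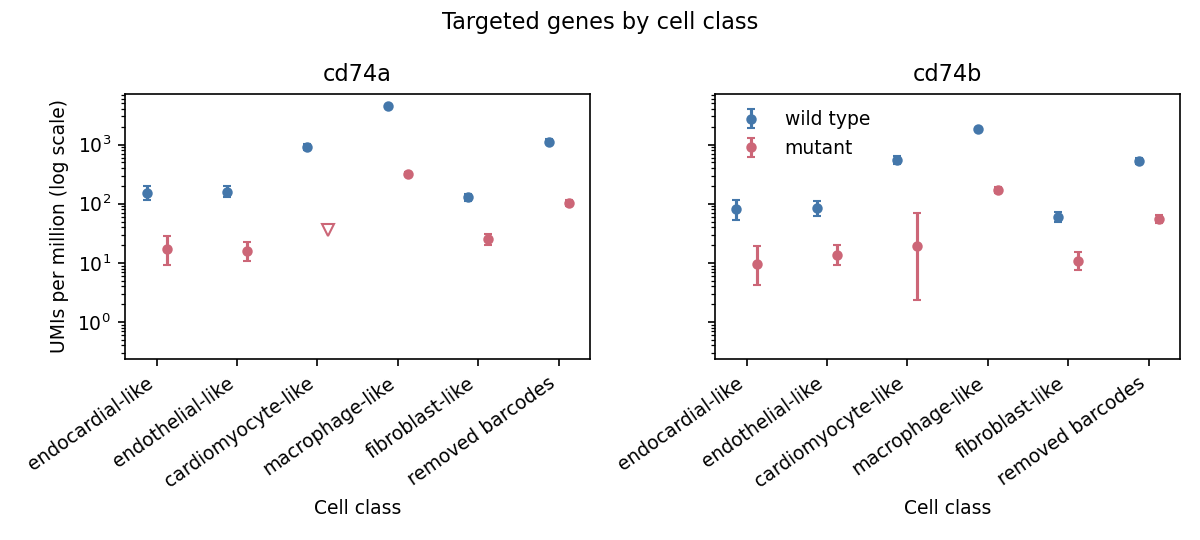
CPM of cd74a and cd74b (log scale) by cell class and in removed barcodes, for the wild-type and mutant libraries. Bars are exact 95% Poisson intervals, and the open triangle marks the upper bound for 0 UMIs of cd74a in mutant cardiomyocyte-like cells. Mutant values lay below wild-type values in every class drawn.

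The share of cells per class was compared to ask which cell types differ in number between genotypes. Endocardial-like cells made up 296 of 3589 wild-type cells (8.25%, 7.37 to 9.20) and 533 of 7174 mutant cells (7.43%, 6.83 to 8.06), a ratio of 0.901 (0.780 to 1.04) that became 1.58 with more than 500 genes per cell. Endothelial-like cells made up 10.3% and 15.6%, with a ratio of 1.505 (1.34 to 1.70) that reversed to 0.608 with classes from marker UMIs per cell. Macrophage-like cells made up 26.7% and 19.97%, with a ratio of 0.747 (0.688 to 0.811). Mural-like cells made up 9.36% and 1.77%, and leukocyte-like cells 0.474% and 0.195%. Fibroblast-like cells made up 25.9% and 28.0%, a ratio of 1.08 (1.00 to 1.17) that went from 0.252 to 1.43 across alternatives and was 0.326 with at least 300 genes per cell. Cardiomyocyte-like cells made up 8.86% and 1.101%, with a ratio of 0.124 (0.0959 to 0.159).

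The last ratio depended on 1 cluster that the naming thresholds, set after seeing the data, left without a name. Cluster 3, led by haemoglobin and cardiomyocyte genes, held 106 wild-type cells (2.95%) and 1557 mutant cells (21.7%), with a median mitochondrial share of 47.2%. Joined to the cardiomyocyte-like class, it moved the ratio to 1.93, the largest move of this value. The ratio was also above 1 with more than 500 genes per cell (1.13) and with classes from marker UMIs per cell (1.02). Cluster 9, also unnamed, held 257 wild-type cells (7.16%) and 196 mutant cells (2.73%). Cluster 13, unnamed, held 113 mutant cells (1.58%) and 0 of 3589 wild-type cells, which allows a share of up to 0.0836%. Cluster 1, fibroblast-like, also came mostly from the mutant library, with 1569 of its 1778 cells. A cluster mostly from 1 library may be a property of that library.

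The median log2 ratio of all genes with at least 50 UMIs was below 0 in each class compared: -0.35 in endocardial-like, -0.56 in endothelial-like, -0.30 in cardiomyocyte-like, -0.45 in macrophage-like and -0.34 in fibroblast-like cells. It was -0.47 over all kept cells and -0.07 in removed barcodes. List values are therefore also given relative to this median.

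Stress-response genes of endocardial cells were compared because the study asks how these cells differ between genotypes. In endocardial-like cells the AP-1 and immediate early list had a median log2 ratio of -1.08 (-1.35 to -0.94), or -0.73 relative to all genes, with 21 of 23 genes lower. This was lower than the median of each of 10000 random lists. A minimum of 200 UMIs per list gene moved it most, to -1.45. Among the genes named in the study, fosab fell from 2838 to 1036 CPM (log2 ratio -1.45, -1.59 to -1.32), jun from 1170 to 359.6 (-1.70), junba from 2542 to 681.6 (-1.90) and junbb from 1004 to 330.5 (-1.60). The list gene with the most UMIs, socs3a, had a log2 ratio of -1.91 (-2.05 to -1.78). The list was not lower in endocardial-like cells alone. Relative to all genes it was -0.51 in endothelial-like, -0.62 in cardiomyocyte-like, -0.30 in macrophage-like cells and -0.45 in removed barcodes. The fibroblast-like class gave -0.23, but its clusters 1 and 4, which differ in library make-up, gave 0.072 and 0.12 when taken apart, so it did not lie below all genes within either. By cluster it ranged from -0.91 in endothelial-like cluster 5 to the 0.12 of cluster 4, and lay below the median of all genes in 10 of 12 clusters with a value. The differences between classes were not tested.

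The heat shock list had a median of -1.20 (-1.42 to -0.91) in endocardial-like cells, or -0.85 relative to all genes, at percentile 0.180 among random lists. Relative to all genes it was -0.63 in endothelial-like, -0.41 in cardiomyocyte-like, -0.67 in macrophage-like and -0.37 in fibroblast-like cells, and it was below 0 in 13 of 13 clusters with a value. Removed barcodes gave -0.61. After subtraction of free RNA the cardiomyocyte-like value became 0.66, while the other 4 classes stayed below 0.

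**Figure D3:**
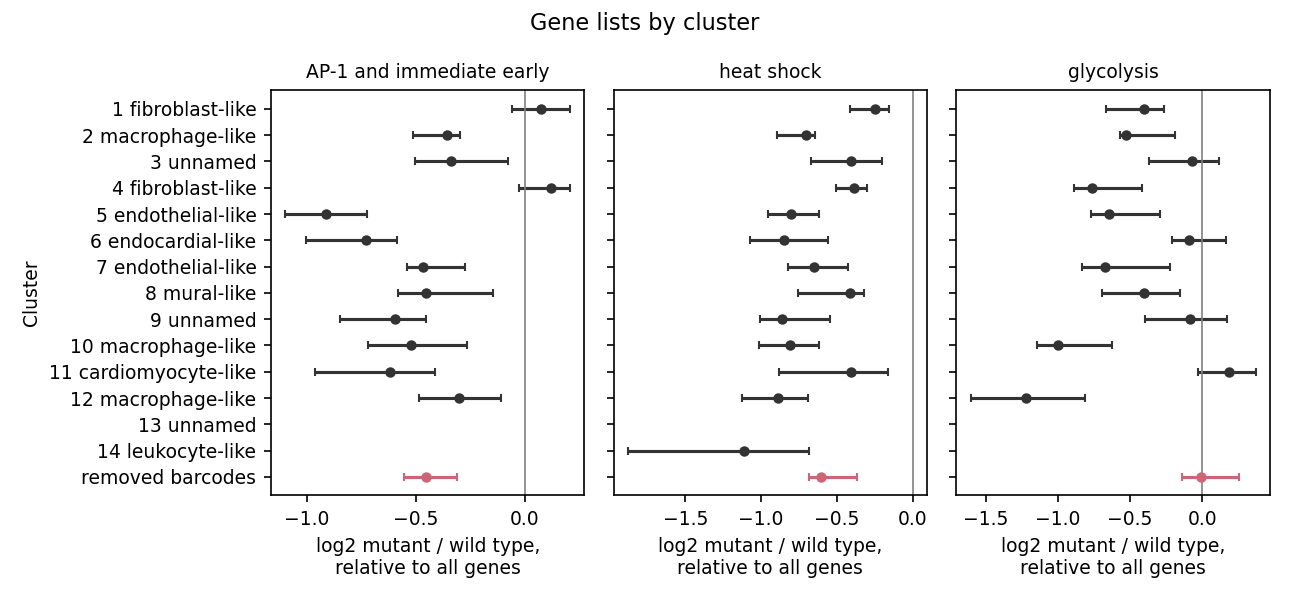
Median log2 ratio of mutant over wild type, relative to the median of all genes, for the AP-1 and immediate early, heat shock and glycolysis lists in each cluster with at least 3 list genes of at least 50 UMIs, and in removed barcodes (red). Bars are 95% intervals from Poisson resampling. The AP-1 and immediate early list ranged from -0.91 to 0.12 and the heat shock list from -1.11 to -0.25 across clusters.

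Cardiac function, dedifferentiation and glycolysis were compared in cardiomyocyte-like cells, with 318 wild-type and 79 mutant cells. The sarcomere list had a median log2 ratio of 0.00 (-0.17 to 0.09), with 6 of 12 genes lower. The immature cardiomyocyte list of 3 genes had a median of 0.54 (0.31 to 0.79), with log2 ratios of 0.92 (0.73 to 1.11) for nppb, 0.31 for tnnt2a, which is also in the sarcomere list, and 0.53 for mustn1b. The glycolysis list had a median of -0.12 (-0.34 to 0.06), and the nuclear oxidative phosphorylation list one of 0.62 (0.47 to 0.75). Relative to all genes the 4 medians were 0.31, 0.84, 0.19 and 0.92. These relative values fell below 0 with another choice of cells. With more than 500 genes per cell they were -1.05, -0.73, -0.86 and -0.11, and with cluster 3 joined to the class -1.18, -0.77, -0.50 and -0.14. Without the adjustment, the limit of 500 genes moved 3 of the 4 medians most, to -1.24 for the immature cardiomyocyte, -1.37 for the glycolysis and -0.62 for the oxidative phosphorylation list, and joining cluster 3 moved the sarcomere median most, to -1.64. No direction is drawn for cardiomyocytes from these libraries.

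The glycolysis list was lower in other classes, at -1.18 in endothelial-like, -1.12 in macrophage-like, -0.89 in fibroblast-like and -0.44 in endocardial-like cells. Relative to all genes these were -0.62, -0.68, -0.55 and -0.09. The 26 sarcomere and cardiomyocyte marker genes took 8.47% of the non-mitochondrial UMIs of wild-type and 10.1% of those of mutant cardiomyocyte-like cells. In cluster 3 they took 3.097% and 2.33%, beside 2.00% and 2.32% in removed barcodes. Outside the cardiomyocyte-like class, the sarcomere list lay above the median of all genes by 0.47 in endocardial-like, 0.77 in endothelial-like, 0.69 in macrophage-like and 0.93 in fibroblast-like cells.

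**Figure D4:**
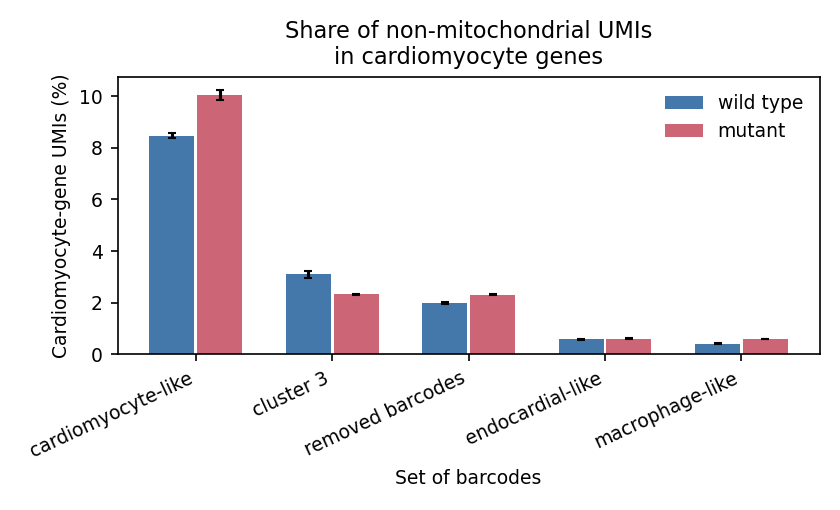
Percent of non-mitochondrial UMIs in 26 cardiomyocyte genes, by set of barcodes and library, with exact 95% binomial intervals. Mutant cells of cluster 3 (2.33%) stood beside removed mutant barcodes (2.32%), while cardiomyocyte-like cells held 8.47% in the wild-type and 10.1% in the mutant library.

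Antigen presentation genes were compared in endocardial cells and leukocytes, since the study proposes that some endocardial cells express MHC class II genes. The list, which includes both targeted genes, had a median of -0.83 (-0.92 to -0.70) in macrophage-like cells, or -0.38 relative to all genes, and -0.79 over all kept cells. In endocardial-like cells 3 of its genes passed the minimum and the median was -0.52 (-1.24 to -0.16). Macrophage-like cells held 637 wild-type and 1509 mutant UMIs of mhc2a, or 530.5 and 775 CPM, a log2 ratio of 0.55 (0.41 to 0.68). Scaling by the median of gene ratios moved it most, to 0.99. Endocardial-like cells held 6 and 31 UMIs, or 17.3 and 37.7 CPM, with a log2 ratio of 1.13 (-0.16 to 2.68), so no difference was detectable at this depth. Removed barcodes held 122 and 226 CPM.

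At 500 UMIs per cell, mhc2a was detected in 3 of 295 wild-type endocardial-like cells (1.02%, 0.210 to 2.94) and 13 of 532 mutant ones (2.44%, 1.31 to 4.14). Fibroblast-like cells, which should lack the gene, gave 0.864% and 3.00%. Without thinning, the shares were 1.69% and 4.69% in endocardial-like cells and 2.26% and 5.63% in fibroblast-like cells. The thinned cells had held a median of 951 and 1231 UMIs in endocardial-like and 1247 and 1156.5 in fibroblast-like cells. At 1000 UMIs per cell they were 2.21% and 4.14% in endocardial-like and 1.85% and 2.97% in fibroblast-like cells, with overlapping counting intervals. Expression in endocardial-like cells was therefore not separable from background at these depths. Among macrophage-like cells the gene was detected in 209 of 950 and 413 of 1425 at 500 UMIs, and in 42.1% and 52.5% without thinning.

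T cell and immune genes were summed over all kept cells, because the study compares T cell numbers and immune genes between genotypes. Fewer than 3 of the 12 T cell genes reached 50 UMIs, so that list gave no median. There were 35 and 63 UMIs of cd4-1 (log2 ratio -0.04, -0.66 to 0.60) and 29 and 31 of bcl2a (-0.79, -1.57 to -0.01), and rag2 had 0 and 1 UMI. No difference in T cell content was detectable at this depth from cd4-1 or rag2. Leukocyte-like cluster 14, led by nkl.1, a gene of the T or NK cell marker list, held 17 wild-type and 14 mutant cells. Its ratio of shares was 0.412 (0.188 to 0.888), which rests on few cells and was not recomputed under other settings. The immune list named from bulk RNA had a median of -0.35 (-0.61 to -0.09) over 6 of its 12 genes, or 0.12 relative to all genes, so its direction flips when the libraries are scaled by the median of gene ratios. Within it, grn1 had 16293 and 15758 UMIs (-0.94, -0.97 to -0.91), grn2 a log2 ratio of 0.18, which fell to -0.14 as a mean over cells, grna one of -0.61, csf1ra one of -0.08 (-0.41 to 0.25) and csf1rb, with 11 and 6 UMIs, one of -1.76 (-3.48 to -0.20). Few UMIs were found for cd40 (7 and 9), csf3r (5 and 7), rela (1 and 1), mafb (1 and 2) and nfkb1 (0 and 2).

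Proliferation genes were compared in endocardial-like cells, whose proliferation the study reports on. The list had a median of -0.61 (-0.83 to -0.26) over 5 genes, or -0.26 relative to all genes, at percentile 34.5 among random lists. Scaling by the median of gene ratios moved it most, to -0.26. The study also reports on cardiomyocyte proliferation. In cardiomyocyte-like cells the list had a median of -0.95 (-1.47 to -0.59) over 4 genes, at percentile 6.68. Relative to all genes it was -0.65 there, but 0.13 in endothelial-like, 0.31 in macrophage-like and 0.28 in fibroblast-like cells. Over all kept cells it was 0.21. These pooled values did not hold within clusters. Fibroblast-like clusters 1 and 4, taken apart, gave -0.52 and -0.47, so the list lay below all genes within both. Endothelial-like clusters 5 and 7 gave 0.095 and -0.22, and macrophage-like clusters 2 and 10 gave 0.18 and -0.30. The cardiomyocyte-like value rests on 62 mutant UMIs and was not recomputed under other settings, so no direction is drawn from it.

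Over all kept cells, the 3 genes with the highest log2 ratio were si:dkey-203a12.9, with 3 and 5342 UMIs (9.91, 8.36 to 12.19), BX322787.1, with 4 and 4904 UMIs (9.37, 8.01 to 11.25), and defbl1, with 0 and 365 UMIs, at least 65.6-fold higher in the mutant library. The first and second of these lead cluster 13. The 3 lowest were jac8, jac3 and jac9, with 471, 414 and 315 wild-type UMIs and 0 mutant UMIs, which makes them at least 291-fold, 256-fold and 195-fold lower. These 3 genes lie close together in the reference gene order, are similar in name, and may share reads with family members, and they lead cluster 10. CR318588.1 (ENSDARG00000092191) was among the 3 highest genes of every class compared, with log2 ratios from 3.36 in cardiomyocyte-like to 5.87 in endocardial-like cells. CR318588.4, which shares its clone name, had a log2 ratio of 1.70 in endocardial-like and 2.08 in endothelial-like cells, and how the counting split reads between these genes is not known.

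Within classes, markers of the class and leading genes of its clusters were passed over, and the highest and lowest genes are those of the rest. In endocardial-like cells the other gene among the highest was ifi45 (2.35), and the lowest were hsp70l (-2.71), hsp70.2 (-2.17) and hsp70.3 (-1.98). In endothelial-like cells these were ifi45 (2.42) among the highest, and c6 (-2.06), hsp70.2 (-2.05) and nppb (-1.94, but -0.027 at Leiden resolution 0.5) as the lowest. In cardiomyocyte-like cells uqcrq (1.83) and atp5pf (1.58) were among the highest, and cd74a, BX901920.1 (-2.00) and hbba1 (-1.89) were the lowest. In macrophage-like cells zgc:152791 (2.104) and gng10 (2.03) were among the highest, and cxcl8b.1 (-6.62), f13a1a.1 (-5.76) and cd74b (-3.41) were the lowest, while cd74a, at -3.83, and the jac genes were passed over as leading genes of macrophage-like clusters. In fibroblast-like cells rbp2a (3.93) and zgc:152791 (2.90) were among the highest, and cxcl8b.1 (-5.38), cxcl8a (-3.02) and si:ch211-106h4.12 (-2.69) were the lowest, the last of which was 1.53 with classes from marker UMIs per cell. Several of these genes belong to families with near-identical copies, among them the hsp70, cxcl8 and haemoglobin genes, and their values are uncertain where reads could be split between copies.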

Values the study reported

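The study reported 10827 cells after filtering, 3598 from the wild-type and 7229 from the mutant sample, in 17 clusters. It reported that 8922 cells were removed by its limits of 300 genes and 70% mitochondrial content.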

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

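The explanations and their tests were chosen after the results were seen, while the settings of scaling by the median of gene ratios, scaling to all UMIs, subtraction of free RNA, Leiden resolution 0.5 and the limit of 500 genes had been chosen before the data were examined. The differences between classes given here were not tested; each was picked because a value lay below 0 in 1 class and above 0 in another, beyond counting error. With 1 library per genotype, a genotype effect stays open and untested for every pattern.

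Nuclear oxidative phosphorylation genes had a median log2 ratio of -0.082 in fibroblast-like cells and 0.62 in cardiomyocyte-like cells. Scaling by the median of gene ratios shifts all genes of a class alike and turned the fibroblast-like value to 0.26, but the difference between the classes stayed, at 0.66 against 0.70 before. It was 0.54 when scaled to all UMIs. The scaling between libraries therefore sets the sign of the pooled fibroblast-like value. It adds 1 constant per class, and these constants were too close to account for the difference. This test replaced an earlier one on the sign alone. The cardiomyocyte-like value was -0.62 with more than 500 genes per cell, so the difference may depend on which cells carry that name. Relative to all genes the list was 0.92 in cardiomyocyte-like, 0.58 in endocardial-like, 0.60 in endothelial-like, 0.49 in macrophage-like and 0.26 in fibroblast-like cells. Removed barcodes gave 0.36, so the list was not higher in cardiomyocyte-like cells alone. Fibroblast-like clusters 1 and 4, taken apart, gave 0.16 and -0.029.

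The immune list named from bulk RNA had a median of -0.32 in macrophage-like and 0.68 in fibroblast-like cells. Scaled by the median of gene ratios the values were 0.13 and 1.02, so both were above 0 and the difference stayed. With another seed the fibroblast-like value was -0.18, so its sign may depend on which clusters take the fibroblast-like name.

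Granulin genes moved apart between classes. The log2 ratio of grn1 was -1.48 in endocardial-like and 0.56 in fibroblast-like cells, that of grn2 -0.97 and 0.88, and that of grna -1.67 in cardiomyocyte-like and 0.69 in fibroblast-like cells. With the highest 5% of doublet scores removed, grn1 in endocardial-like cells was 0.62, as would follow if macrophage doublets in the wild-type part of that class caused the low value. The clusters were redrawn under this setting, and the class went from 296 to 298 wild-type and from 533 to 544 mutant cells. A change in which cells the class holds could therefore give this value too. The grn1 value there kept its sign under 13 of 14 alternatives. With another seed, grn1 in fibroblast-like cells was -0.18, so the positive value may depend on which clusters take the fibroblast-like name.

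The log2 ratio of jun was -1.70 in endocardial-like and 0.34 in macrophage-like cells. After subtraction of free RNA the macrophage-like value was 0.86. For the positive value, this argues against free RNA only as barcodes with at most 300 genes hold it, and these include broken cells. The macrophage-like value was -0.20 with more than 500 genes per cell, so the choice of cells stays open.

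The log2 ratio of nppb was -1.94 in endothelial-like and 0.92 in cardiomyocyte-like cells. The endothelial-like value was -3.26 after subtraction of free RNA. For the lower value, this argues against free RNA only as barcodes with at most 300 genes hold it, and these include broken cells. In removed barcodes nppb was slightly higher in the mutant library, at 0.24, and the sarcomere median in endothelial-like cells was 0.20 (-0.04 to 0.42), so other cardiomyocyte genes did not fall with it. The test by subtraction was put in place of an earlier one on the sarcomere median alone. The endothelial-like value was -0.027 at Leiden resolution 0.5, where the class held 92 and 391 cells, so it may depend on which clusters the class holds. The cardiomyocyte-like value was -1.12 with cluster 3 joined to the class, so its sign may depend on which cells take that name.

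Barcodes removed by the filters were left out of the cell classes and served as a measure of background. They held cardiomyocyte genes at 2.32% of non-mitochondrial UMIs in the mutant library (2.00% in the wild-type library). Mutant cells of cluster 3 held 2.33%, while wild-type cells of that cluster held 3.097%. These values fit barcodes of free RNA making up much of the mutant part of cluster 3, and damaged cardiomyocytes could give them too.

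In the same removed barcodes the heat shock list lay at -0.61 relative to all genes. These barcodes lie outside the cell classes, and the list was lower in their RNA too, which may be free or from damaged cells. Handling of 1 library and a genotype effect in many cell types would both give this value of -0.61, and cannot be told apart with 1 library each.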

How the results depend on the processing

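No paired analysis was possible because the libraries come from different pools of fish. Many of the values reported were recomputed under other settings chosen before the data were examined. A further 5 settings were chosen after seeing the data. These were at least 300 genes per cell, all mitochondrial genes counted in the 70% limit, and removal of the highest 5% of doublet scores. The others were another seed, and cluster 3 joined to the cardiomyocyte-like class. Not every setting was run for each value. The limit of 200 genes was run only for barcodes kept and median genes per cell. Mural-like and leukocyte-like shares, and antigen presentation medians within classes, were among the values not recomputed. Removal of Scrublet's own calls was not run, since they held 6 wild-type and 0 mutant cells. Among values that answer a comparison, 174 stayed within counting error, 81 moved beyond it and 14 changed sign. Among other values, 987 stayed, 330 moved and 75 changed sign. A change of sign was counted only where the counting interval of the first value excluded equal levels. Other changes of sign were counted as stayed or moved. The sarcomere median in cardiomyocyte-like cells, for example, kept its sign under 6 of 18 alternatives. Values over all kept cells use no clusters, so 18 of the 174 and 84 of the 987 could not move under the settings that change clusters or classes alone. Unless said otherwise, the cause was not tested.

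The AP-1 and immediate early median in endocardial-like cells stayed below 0 under all 17 alternatives run for it, from -1.45 to -0.73. It was -1.45 with more than 500 genes per cell, -1.45 with list genes of at least 200 UMIs and -0.73 when scaled by the median of gene ratios. The heat shock median there stayed below 0 under its 17 alternatives. It was -1.46 with more than 500 genes, -0.90 with classes from marker UMIs, -0.87 with genes centred within library, -0.88 as a mean over cells, -0.85 when scaled by the median of gene ratios and -0.86 with at least 300 genes. The proliferation median in endocardial-like cells kept its sign under 16 alternatives.

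Over all kept cells, cd74a was -3.97 scaled to all UMIs, -3.29 scaled by the median of gene ratios and -3.94 as a mean over cells, and cd74b was -3.54, -2.85 and, with at most 30% mitochondrial UMIs, -3.47. The mhc2a ratio in macrophage-like cells was 0.71 with more than 500 genes and 0.99 scaled by the median of gene ratios. The share with an mhc2a UMI at 1000 UMIs per cell was 35.5% and 47.4% in wild-type and mutant macrophage-like cells and 4.14% in mutant endocardial-like cells, and without thinning 42.1%, 52.5% and 4.69%. In the same cells, more UMIs raise such shares by construction. A depth of 1000 UMIs also left out shallower cells, 171 of them in mutant endocardial-like cells, so a rise is not fixed. The share in mutant fibroblast-like cells was 3.00% at 500 and 2.97% at 1000 UMIs.

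Cells kept were 96.9% and 84.1% with more than 200 genes, 30.5% and 10.6% with more than 500 genes, and 72.8% and 32.4% with at most 30% mitochondrial UMIs. Ratios of shares moved as follows. The endocardial-like ratio was 1.58 with more than 500 genes and 1.09 with at most 30% mitochondrial UMIs. The endothelial-like ratio was 1.76 with more than 500 genes, 2.13 at resolution 0.5 and 0.608, on the other side of 1, with classes from marker UMIs. The macrophage-like ratio was 0.840 with more than 500 genes, 0.850 with at most 30% mitochondrial UMIs and 0.857 at resolution 2. The cardiomyocyte-like ratio crossed 1 with more than 500 genes (1.13), with classes from marker UMIs (1.02) and with cluster 3 joined (1.93), and was 0.350 with centred genes, 0.347 without the highest doublet scores and 0.356 with all mitochondrial genes counted. The fibroblast-like ratio was 0.252 at resolution 0.5, 0.665 at resolution 2, 0.349 with another seed, 0.516 with at most 30% mitochondrial UMIs, 0.326 with at least 300 genes and 0.447 with more than 500 genes. It was 1.43 with classes from marker UMIs, 0.407 without 4 endocardial markers in clustering, 0.505 with centred genes, 1.27 without the highest doublet scores and 0.436 with all mitochondrial genes counted.

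In cardiomyocyte-like cells, medians are given in the order sarcomere, immature, glycolysis and oxidative phosphorylation. With more than 500 genes they were -1.56, -1.24, -1.37 and -0.62, with classes from marker UMIs -1.13, -0.72, -0.73 and -0.32, and with cluster 3 joined -1.64, -1.23, -0.97 and -0.60. Free RNA subtraction gave -0.44, 0.14, -0.53 and 0.38, scaling to all UMIs -0.33, 0.20, -0.45 and 0.28, and scaling by the median of gene ratios 0.31, 0.84, 0.19 and 0.92. Leaving out glycolysis, which stayed within counting error, centred genes gave -0.30, -0.29 and 0.18, removal of the highest doublet scores -0.31, -0.075 and 0.20, all mitochondrial genes counted -0.18, -0.092 and 0.28, and another seed 0.24, 0.81 and 0.80. With at most 30% mitochondrial UMIs the sarcomere, glycolysis and oxidative phosphorylation medians were -0.28, -0.55 and 0.39. The last alternative removes cells by a measure that differs between the libraries.

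Genes that changed sign in cardiomyocyte-like cells are given as mustn1b, myl7, nppb and tnnt2a. They were -1.35, -1.26, -1.13 and -1.24 with more than 500 genes, -1.16, -1.23, -0.64 and -0.72 with classes from marker UMIs, and -1.86, -1.85, -1.12 and -1.23 with cluster 3 joined. Centred genes gave -0.29, -0.80, -0.30 and -0.096, and all mitochondrial genes counted -0.22, -0.75, -0.092 and -0.090. Removal of the highest doublet scores turned mustn1b to -0.14, myl7 to -0.66 and tnnt2a to -0.076. For tnnt2a, scaling to all UMIs gave -0.027 and free RNA subtraction -0.14. The glycolysis gene gapdh, at 0.23, was -1.39 with more than 500 genes, -0.44 with at most 30% mitochondrial UMIs, -0.061 with centred genes, -0.82 with classes from marker UMIs, -0.043 without the highest doublet scores and -1.27 with cluster 3 joined. It was -0.11 scaled to all UMIs, -0.029 as a mean over cells and -0.19 after free RNA subtraction. The oxidative phosphorylation gene atp5mc3b, at 0.82, was -0.29 with more than 500 genes, -0.32 with classes from marker UMIs and -0.54 with cluster 3 joined. In the same class grna was 0.14 with classes from marker UMIs, 0.37 with all mitochondrial genes counted and 0.44 without the highest doublet scores, and the heat shock median was 0.16 after free RNA subtraction.

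In fibroblast-like cells grn1 was -0.69 with more than 500 genes, -0.13 with at most 30% mitochondrial UMIs, -0.28 at resolution 2, -0.28 without 4 endocardial markers, -0.18 with at least 300 genes, -0.50 with all mitochondrial genes counted and -0.18 with another seed. There grn2 was -0.77 with more than 500 genes, -0.11 at resolution 2, -0.19 without 4 endocardial markers, -0.24 with all mitochondrial genes counted and -0.084 with another seed. For grna the values were -0.12 with more than 500 genes, -0.36 with at most 30% mitochondrial UMIs, -0.40 at resolution 0.5, -0.074 with centred genes, -0.048 with at least 300 genes, -0.094 with all mitochondrial genes counted and -0.20 with another seed. The bulk-named immune median was -0.11 at resolution 2, -0.19 without 4 endocardial markers, -0.24 with all mitochondrial genes counted and -0.18 with another seed. With classes from marker UMIs, si:ch211-106h4.12 was 1.53. Free RNA subtraction turned the sarcomere median to -0.18, and scaling by the median of gene ratios the oxidative phosphorylation median to 0.26.

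In macrophage-like cells jun was -0.20 with more than 500 genes, the sarcomere median was -0.41 after free RNA subtraction, and the bulk-named immune median was 0.13 scaled by the median of gene ratios. In endocardial-like cells, removal of the highest doublet scores turned grn1 to 0.62 and grn2 to 0.18. Over all kept cells grn2 was -0.040 scaled to all UMIs and -0.14 as a mean over cells. Scaling by the median of gene ratios turned the sarcomere median over all cells to 0.027 and the bulk-named immune median to 0.12, while more than 500 genes moved the latter to -0.65. Depth limits the T cell genes, mhc2a in endocardial-like cells and the cardiomyocyte-like class, where 79 mutant cells carry the ratios of the clusters as first drawn. Other choices of cells gave that class more mutant cells. With more than 500 genes it held 165 wild-type and 213 mutant cells. Classes from marker UMIs gave 364 and 739, and joining cluster 3 gave 424 and 1636.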

Other observations

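The explanations and their tests were chosen after the results were seen, while the settings of scaling by the median of gene ratios, subtraction of free RNA, genes centred within each library and a depth of 500 UMIs per cell had been chosen before the data were examined, the last for shares of cells only.

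AP-1 and immediate early genes were lower in mutant endocardial-like cells. Relative to all genes, the list median was -0.80 after subtraction of free RNA and -0.82 with each cell thinned to 500 UMIs, and it was -0.73 when the libraries were scaled by the median of gene ratios. The last value argues against scaling as the whole cause. The subtraction argues against free RNA only as barcodes with at most 300 genes hold it, and these include broken cells. In a ratio of sums, thinning mainly gives cells equal weight, so it tests depth per cell only in that sense. One equal shift in every cell class is argued against by cluster 4, at 0.12. The list lay below the median of all genes in 10 of 12 clusters, so handling of 1 library, such as a different stress during dissociation, may contribute. Handling and genotype cannot be told apart, since each genotype has 1 library.

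Heat shock genes were lower in mutant endocardial-like cells, with a value of -0.88 relative to all genes after subtraction of free RNA. That value argues against free RNA only as barcodes with at most 300 genes hold it, and these include broken cells. Thinning to 500 UMIs per cell gave -0.50. The list lay below the median of all genes in 13 of 13 clusters with a value, as a shift present in every cell class would give. This holds before subtraction only, since the cardiomyocyte-like value after it was 0.66. A candidate explanation is a common difference in stress between the preparations, for which no test was possible with 1 library each.

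Sarcomere genes lay above the median of all genes in the 4 classes other than cardiomyocyte-like. After subtraction of free RNA they still did in 4 of these 4 classes, with 0.35 in endocardial-like, 0.77 in endothelial-like, 0.17 in macrophage-like and 0.27 in fibroblast-like cells. The subtraction lowered the values in 3 of them and takes its profile from barcodes that include broken cells, so free RNA and expression in these cells cannot be told apart.

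The 3 genes jac3, jac8 and jac9 had 1200 wild-type UMIs in kept cells and 0 in all mutant barcodes. Clustering without the jac genes put 686 wild-type and 159 mutant cells in the cluster that held 89.3% of these UMIs. At the wild-type rate those mutant cells would hold 305 UMIs, if they were the same mix of cells. The cluster is broad, so a missing subset of cells cannot be told apart from cells that do not express the genes. Of 16 expressed genes among the 50 neighbours on each side in the GRCz12tu gene order, 1 also lacked mutant UMIs (jac6, with 206 in the wild-type library). A strain or donor variant at the locus, or sequence differences that keep reads from being counted, may give this, and the count of 1 cannot exclude or establish it. Another gene in that stretch, cxcl8b.1, had 1575 and 103 UMIs and was singled out after its values were seen.

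Cluster 13 held mutant cells alone. The median UMI count of its cells was 0.973 (0.873 to 1.105) of the median of the mutant library, which argues against doublets. With genes centred within each library, 109 of its 113 cells stayed together in a cluster of 114 mutant cells and 0 wild-type cells, which cells of a few donors and a genotype-specific type would both give. They cannot be told apart without donor labels.

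CR318588.1 was higher in the mutant library in every class compared, with 6622 and 186272 UMIs over all kept cells. If reads were only moved from CR318588.4, the sum of both genes would be level, and its log2 ratio was 1.82. At 500 UMIs per cell, 17.9% of wild-type macrophage-like cells (15.5 to 20.5) had at least 5 UMIs, with a median of 9 among them, against 88.0% of mutant cells with a median of 24. A subset of donors carrying another form of the gene may give such a part of the wild-type cells. Differences between cells of 1 donor could give it as well, and they cannot be told apart.

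The mhc2a level in endocardial-like cells was 37.7 CPM in the mutant library and 17.3 in the wild-type library, below the 226 and 122 of removed barcodes. It may therefore come from free RNA alone, which does not exclude a few expressing cells.

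Cells with at least 3 UMIs of endothelial or endocardial markers and at least 3 of leukocyte or macrophage markers numbered 478 (13.3%) in the wild-type and 1449 (20.2%) in the mutant library. Their median UMI count was 1.06 times that of wild-type cells with the first marker set alone, where the sum of the medians of both single sets, as for doublets, would be 2798.5 against the 1490.5 found. With endothelial markers alone, a definition tried after the first value was seen, such cells numbered 30 (0.836%) and 45 (0.627%), and the ratio was 1.61 in the wild-type and 1.19 in the mutant library. The first definition counts free RNA of endocardial markers and the second has few cells, so doublets, free RNA and cells that express both sets cannot be told apart from these values.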
